A study of Homo sapiens with 6 samples. Its data were reported in "MARIS: Method for Analyzing RNA following Intracellular Sorting" (2014).

How the data were processed

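RNA was measured on 6 Illumina Human HT-12 BeadChip arrays, 1 per sample. Cultures of human embryonic stem cells had been carried through a stepwise protocol to its last stage, stage 6, which contains insulin-expressing cells. There were 3 differentiations, 2 of the line H1 and 1 of the line HUES8. Each gave a live sample, whose RNA was taken from fresh cells with a column kit, and a processed sample, which was fixed with paraformaldehyde, permeabilized, stained with antibodies, passed through the sorter with all cells collected, and extracted with a kit made for fixed material. Groups, differentiation numbers and cell lines came from the sample labels.

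The deposited values used here are intensities on a linear scale, made by the authors in GenomeStudio by background subtraction and rank-invariant normalization between arrays, with 1 row per gene symbol. The table held 31410 symbols, none repeated, and 4.37% of its values lay below 0, so the offset that the methods add before taking ratios had not been added. A second table with 6 signal columns and 6 detection p-value columns was not used here, because its column names match no sample label. The planned analysis assumed scanner signals with detection p-values for every sample. It was replaced by the authors' normalized intensities, and the planned detection filter by a filter on intensity.

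Values below 0 were set to 0, 20 was added as in the methods, and log2 was taken. Differences are therefore on the log2(intensity + 20) scale, which understates changes of dim genes. A gene was tested when its deposited intensity was at least 40 on at least 3 of the 6 arrays, which kept 12653 genes (40.3%). These had 3 values below 0 among them. Symbols were looked up in a RefSeq gene table of the assembly GRCh38.p14, where 17753 matched a current symbol and 3305 an older name, and 10352 matched nothing and kept the name in the file. The table served for transcript classes and gene spans, and no coordinates were taken from it since no genome build is given for the array. Levels of genes of the Y chromosome and of XIST are not reported.

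Live and processed samples were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) with the differentiation as a block, which is a paired design, and Benjamini-Hochberg adjusted p-values under 0.05 were called. The labels give each live and processed sample the same differentiation, so the numbers pair the samples. Deviations from the group means correlated across genes at 0.79, 0.62 and 0.81 within the 3 pairs and below 0 for every other combination. The deviations of a gene within a group add up to 0. Positive values within pairs therefore push the others below 0, which are no separate evidence. With 3 pairs, an exact sign-flip test cannot go below p = 0.25 for a single gene. Agreement within a pair was the squared Pearson correlation across genes with an intensity of at least 40 on both arrays. Counts of 2-fold genes used a log2 difference of at least 1 among the tested genes.

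The lines were compared with limma on the 3 within-pair differences (processing effect in HUES8 against H1) and on the 3 means of live and processed (HUES8 against H1 cultures). Both fits have 1 residual degree of freedom, the spread comes from the 2 H1 differentiations, and the single HUES8 differentiation is assumed to vary like them. Where a gene lay below an intensity of 40 on both arrays of HUES8 and not on all H1 arrays, its fold is given as a bound, computed with the dim arrays set to 40. The same was done for named genes that were higher in HUES8 and below 40 on some H1 arrays. Lists of genes, 14 of pathways and classes and 6 of cell types, were tested with camera at a preset inter-gene correlation of 0.01, again with an estimated correlation, and with fry. With an estimated correlation, camera also rests on the few residual degrees of freedom of the fit. Failing there may reflect that limit alone, whatever the correlation of a list. A list's median was also set against 10000 random lists of the same size matched on mean signal. Lists were tested on the means of HUES8 and H1 as well, which had not been planned.

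Named genes followed a rule written before the data were examined: the 10 largest rises and 10 largest falls among genes called and going the same way in 3 of 3 pairs, filled with uncalled genes where fewer passed; the 2 largest rises and falls of each pair; INS, GCG, SST, PDX1, NKX6-1, NEUROG3, ACTB and GAPDH; the 2 highest and 2 lowest members of each list; the 10 highest and 10 lowest called genes of HUES8 against H1 outside both H1 values; and the 5 largest differences in processing effect. After the values had been seen, list members were named, and alternatives run gene by gene, only for the called lists and the pancreatic ones. The genes of single pairs and the members of the other lists have no such alternatives. Called list members of HUES8 against H1 beyond this rule, and genes shared between pairs at 1.5-fold, were also named after their values were seen. Some genes that this rule names are not reported here.

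Each procedure was tested on simulated values drawn with the spreads that limma had fitted, over 12653 genes in 10 runs each. For processed against live, 87.2% of 200 genes set 2-fold apart were recovered, but only 3% when 10 genes were 2-fold apart and 99.0% when 10 were 4-fold apart. For the processing effect in HUES8 against H1, 8.9% of 200 genes at 2-fold and 96.2% at 4-fold were recovered. For HUES8 against H1 cultures the shares were 6.55% and 94.0%, with 24.6 false calls per run at 4-fold, more than the adjustment aims at. Camera found a list of 40 genes raised by 0.5 in 10 of 10 runs and called 0 unchanged lists. The simulated genes varied independently of each other, so the camera runs cannot show how it treats lists of correlated genes. List shifts smaller than 0.5 were not simulated. Alternatives covered the scaling, the offset, the filter, the block, the test, the inter-gene correlation, the fold and the pairs used. Uncorrected scanner signals, single probes and the chip as a block were planned and not run, since the table used holds none of them. The number of arrays limits the precision of every value.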

Results

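Stage 6 cultures derived from human embryonic stem cells were profiled on expression arrays in 6 samples, 3 live and 3 processed. H1 and HUES8 are established human embryonic stem cell lines. H1 supplied differentiations 1 and 2 and HUES8 differentiation 3, and each differentiation was divided into a live sample and a processed sample that had been fixed, permeabilized, stained and sorted with all cells kept. The median deposited intensity ranged from 22.5 to 27.4 across the 6 arrays, and between 12297 and 12698 genes per array reached an intensity of 40. The replicates are separate differentiations, so the spread between pairs includes that between cultures.

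The first question was whether the processing shifts the measured level of the transcripts that define these cultures. The hormone genes INS, GCG and SST, which encode insulin, glucagon and somatostatin, differed little between live and processed samples. The mean log2 difference, processed minus live, was -0.14 ± 0.30 (SD, n = 3 pairs) for INS, -0.20 ± 0.17 for GCG and -0.16 ± 0.09 for SST. PDX1, a transcription factor of pancreatic progenitors and β cells, stood at 0.16 ± 0.26, with 0.46 in the HUES8 pair. The reference genes ACTB and GAPDH gave 0.06 ± 0.17 and -0.12 ± 0.14. With arrays scaled to a common median and after quantile normalization, the means were -0.075 and -0.10 for INS, -0.13 and -0.089 for GCG, -0.098 and -0.036 for SST, 0.23 and 0.26 for PDX1, 0.12 and 0.16 for ACTB and -0.060 and -0.029 for GAPDH. None of these 6 genes passed (limma, adjusted p from 0.647 for GCG to 0.901 for ACTB), and the 95% intervals extended 0.29 to 0.35 to either side of the mean. INS was higher in the processed sample of the HUES8 pair only, and without pair 2 its mean was 0.03. NKX6-1 and NEUROG3, transcription factors of the endocrine lineage, were too dim to be tested, with highest intensities of 34.8 and 88.0.

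**Figure D1:**
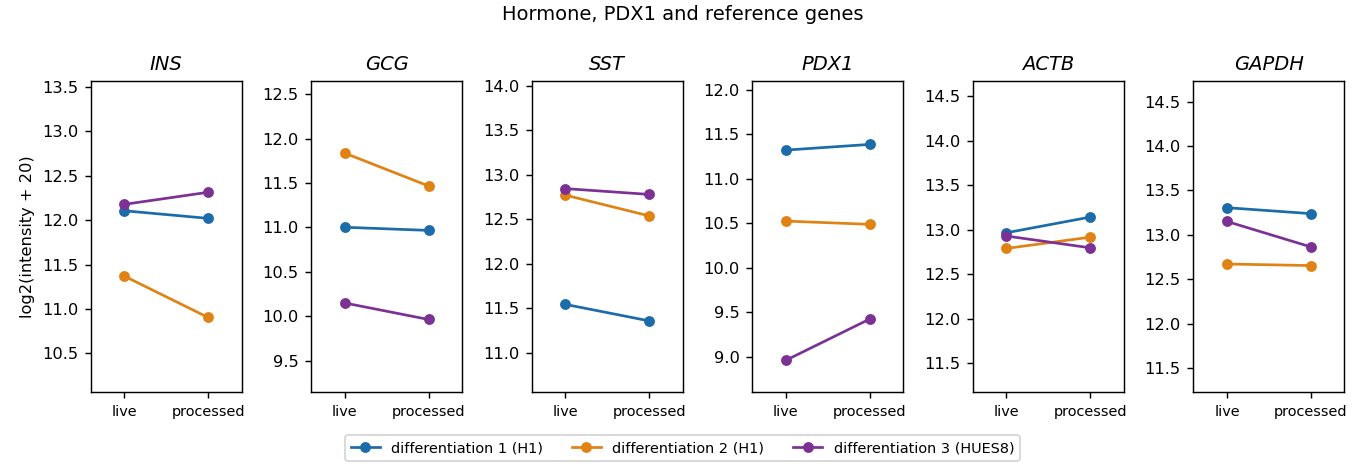
Log2(intensity + 20) of 6 genes (vertical axes, each spanning 3.5 units) in the live and processed sample of each differentiation, joined by a line; each point is 1 array. Mean differences of INS, GCG and SST are -0.14, -0.20 and -0.16, with the steepest decline of INS, -0.47, in differentiation 2.

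Across genes, the live and processed samples of one differentiation resembled each other more than samples of different differentiations did. The squared Pearson correlation was 0.976 in pair 1 over 11939 genes, 0.960 in pair 2 over 11849 genes and 0.956 in pair 3 over 11797 genes, a mean of 0.964 ± 0.0103 (SD, n = 3). Between differentiations it was 0.895 ± 0.0150 (SD, 6 comparisons within the live or within the processed samples), and its highest value, 0.914 for processed samples 1 and 2, lay below the lowest of the 3 pairs. These correlations run across genes, which are not independent replicates.

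**Figure D2:**
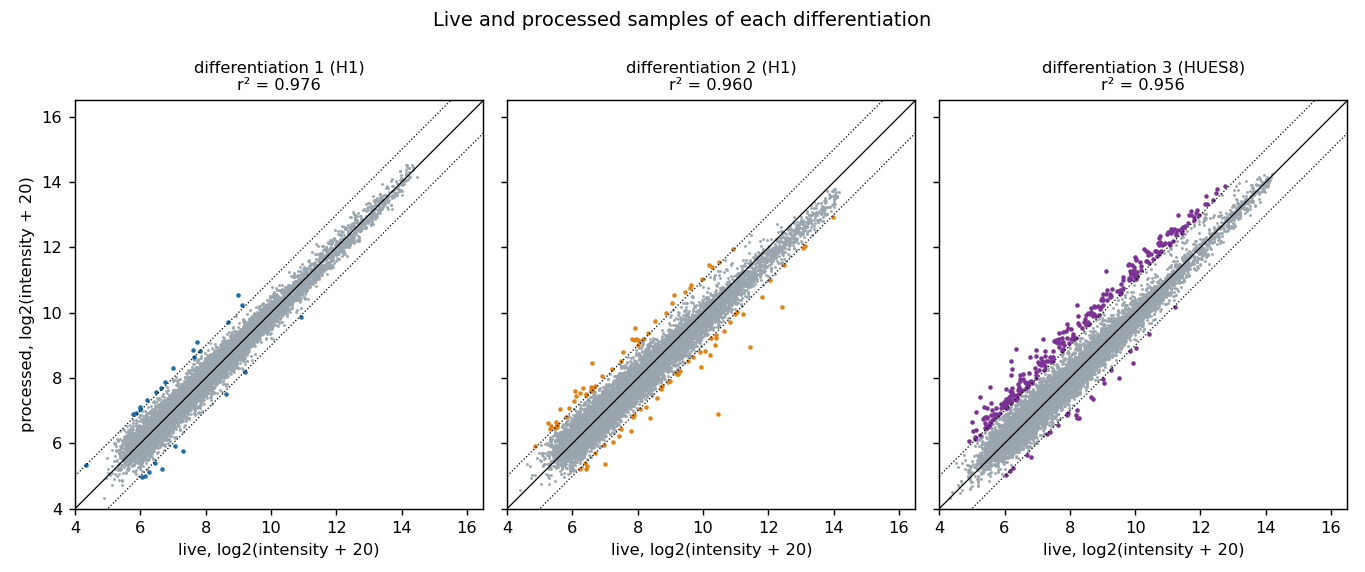
Processed against live log2(intensity + 20) for 3 pairs, 1 point per tested gene; the solid line marks equal values, the dotted lines a 2-fold difference, and coloured points lie beyond it. The HUES8 pair has 274 coloured points above the band and 26 below it, whereas pair 2 has 52 and 49.

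The genes that differed most within single pairs were mostly different ones. In pair 1, HIPK2, a protein kinase gene, and LOC728452 had the largest positive differences, 1.57 and 1.39, and LOC652388 and TRK1 the most negative, -1.46 and -1.55. In pair 2 these were LOC346085 (1.87) and KRT18P28 (1.61), and LOC100132564 (-2.49) and MIR1974 (-3.58). In the HUES8 pair they were LOC728452 (2.55) and LOC100128274 (2.33), and LOC644063 (-1.51) and PIP4K2A (-1.51), the last a lipid kinase gene. HIPK2 stood at -0.79 in pair 2, and MIR1974 at 0.53 in the HUES8 pair.

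At least 2-fold differences were found for 27 genes in pair 1 (17 higher in the processed sample, 10 lower), 101 in pair 2 (52 higher, 49 lower) and 300 in the HUES8 pair (274 higher, 26 lower), a mean of 143 ± 141 (SD, n = 3). The split of pair 2 depended on the scaling, with 90 higher and 20 lower after scaling arrays to a common median, which moved the median of all tested genes in that pair from -0.07 to 0.06. Samples of different differentiations differed 2-fold in 681 to 1164 genes, with a mean of 944 ± 213 (SD, 6 comparisons). Of the 17 genes higher in pair 1, 12 were also among the 274 of the HUES8 pair, where 0.368 would be shared by independent lists. Pair 2 and the HUES8 pair shared 21 higher genes (1.13 for independent lists), pairs 1 and 2 shared 0, and the 3 lists of lower genes shared 0.

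No gene was 2-fold apart in the same direction in all 3 pairs, and flipping the sign of any pair also gave 0. At 1.5-fold there were 13 genes, against 0 to 11 with 1 pair flipped. Of these, 11 were higher in the processed samples, among them C3orf50 (0.81, 1.34 and 1.31 in pairs 1 to 3), ZNF860 (0.61, 1.06 and 1.62) and LOC100134241 (1.22, 0.88 and 1.87), and RAB13 and EIF3CL were lower.

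The paired test asked which genes differed between processed and live samples on average. The largest positive means among genes of the same sign in 3 of 3 pairs belonged to LOC728452 (1.48 ± 1.03, SD, n = 3 pairs), LOC100134241 (1.32 ± 0.50), LOC728499 (1.25), LOC653158 (1.23), LOC441066 (1.23), LOC100131452 (1.21 ± 0.34), C3orf50 (1.15 ± 0.30), LOC389765 (1.12), ZNF860 (1.10) and FAM73A (1.02). LOC728452, LOC728499, C3orf50 and LOC389765 are annotated as pseudogenes, ZNF860 and FAM73A as protein coding, and the other 4 matched no gene in the reference table. The most negative were LOC644063 (-0.90 ± 0.54), RAB13 (-0.84 ± 0.35), LMO1 (-0.80), NNAT (-0.77 ± 0.24), EIF3CL (-0.70 ± 0.04), SEC11C (-0.69), EXOSC8 (-0.69), ITPRIPL2 (-0.65), LOC654121 (-0.63) and MSL3L1 (-0.62). RAB13 encodes a small GTPase, NNAT the imprinted gene product neuronatin, SEC11C a signal peptidase subunit and EXOSC8 a subunit of the RNA exosome. None of these 20 genes passed.

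Among 12653 genes, limma with the differentiation as a block called 0, with a smallest adjusted p of 0.216. At an unadjusted p under 0.05 there were 1221 genes (619 higher, 602 lower), where 633 would be found by chance, and the methods' t-test on the same values gave 320 at that threshold and 0 after adjustment. Swapping live and processed within 1 pair gave up to 1140 genes at that threshold in the limma fit. All 3 pairs had the same sign in 33.5% of genes (1730 higher, 2509 lower), against 25% by chance. The excess lay in pairs 1 and 3, which shared the sign in 65.5% of genes. Pairs 1 and 2 did so in 51.0% and pairs 2 and 3 in 50.5%. Fits to 2 pairs alone called 105 genes without pair 1, 688 without pair 2 (494 higher, 194 lower) and 12 without pair 3. Of the 688, 350 (50.9%) had the same sign in the pair left out. Limma without the block called 0 genes and had 192 at an unadjusted p under 0.05.

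Groups of genes moved by small amounts. Cytosolic ribosomal protein genes, 84 of them tested, were lower in processed samples as a group, with a median log2 difference of -0.18 and 30 of 84 lower in all 3 pairs (camera, adjusted p = 1.29e-06, and adjusted p = 0.756 with an estimated correlation). RPS24 (-0.46 ± 0.23) and RPS27A (-0.41 ± 0.37) had the lowest means, and RPL7L1 (0.34 ± 0.48) and RPL14 (0.09 ± 0.01) the highest. Nuclear genes of the mitochondrial respiratory chain were lower too (median -0.16, 30 of 73 lower in all 3 pairs, adjusted p = 2.64e-04, and 0.756 with an estimated correlation), with NDUFB10 (-0.46 ± 0.40) and NDUFC1 (-0.45 ± 0.13) at one end and SDHC (0.18 ± 0.12) and COX6A1 (0.12 ± 0.18) at the other. The respiratory chain median was -0.097 with arrays scaled to a common median and -0.086 after quantile normalization, and that of the ribosomal proteins -0.12 and -0.071. Histone genes had a median of -0.19 (7 of 26 lower in all 3 pairs, adjusted p = 0.0114, and 0.756 with an estimated correlation), from HIST1H2BK (-0.44 ± 0.32) and HIST3H2A (-0.43 ± 0.30) to HIST1H1A (0.13 ± 0.07) and HIST1H4E (0.21 ± 0.34). The 12 neural markers had a median of -0.21 (4 lower in all 3 pairs, adjusted p = 0.0206, and 0.756 with an estimated correlation), from NEFM (-0.54 ± 0.80) and SOX10 (-0.43 ± 0.26) to NEFL (0.05 ± 0.50) and NCAM1 (0.28 ± 0.66).

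Genes of the p53 response and apoptosis formed the only called list that was higher in processed samples (median 0.20, 5 of 12 higher in all 3 pairs, adjusted p = 0.00303, and 0.756 with an estimated correlation). The correlation estimated for this list was -0.072, below the preset 0.01, so correlation between its genes does not explain the lost call. ZMAT3 (0.57 ± 0.58) and BBC3 (0.35 ± 0.32), both p53 targets, had the highest means, and PMAIP1 (-0.01 ± 0.10) and RRM2B (-0.03 ± 0.29) the lowest. No single member of any of the 20 lists passed, either over all genes or adjusted over the list alone. Fry, which tests a list against no change and not against other genes, passed 0 of the 20 lists (smallest adjusted p = 0.253).

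The size of these shifts differed between pairs. The ribosomal protein median was -0.11 in pair 1, -0.43 in pair 2 and -0.01 in the HUES8 pair, and the histone medians were -0.08, -0.35 and -0.01. In pair 2, differences followed the signal: the median was -0.30 among the 1266 brightest genes and -0.02 among the 1266 dimmest. Random lists matched to the ribosomal protein genes on mean signal had a median of -0.13, and the observed median lay at percentile 0.44 of these lists, which do not share the correlation estimated between the list's genes (0.318). The calls of the ribosomal protein, histone and p53 lists were lost without pair 2, and that of the neural markers without pair 1 and without pair 3.

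The remaining 15 lists did not pass (camera, adjusted p from 0.158 to 0.809). Without pair 3, small non-coding RNAs and immediate early genes were called lower (adjusted p = 4.10e-05 and 0.00803), and with no filter hepatic and gut endoderm was called higher (adjusted p = 0.0390). Islet hormone and secretory granule genes had a median of -0.13 (-0.066 with arrays scaled to a common median and -0.076 after quantile normalization), from SCG3 (-0.36 ± 0.36) and SCG2 (-0.31 ± 0.22) to ABCC8 (0.22 ± 0.16) and GAST (0.30 ± 0.54). Pancreatic and endocrine transcription factors stood at 0.07, with MYT1 (-0.29 ± 0.20) and NKX2-2 (-0.21 ± 0.36) lowest. Medians were -0.09 for housekeeping genes, -0.03 for small non-coding RNAs, -0.07 for nuclear-retained long RNAs, -0.15 for immediate early genes, -0.12 for heat shock proteins, -0.02 for endoplasmic reticulum stress, -0.07 for hypoxia and glycolysis and -0.10 for the cell cycle. Markers of pluripotent cells gave -0.14, hepatic and gut endoderm 0.07, mesenchyme -0.04, exocrine and ductal pancreas 0.12 and endothelial and blood cells, with 3 genes tested, -0.08. With arrays scaled to a common median, those of small non-coding RNAs, mesenchyme and endoplasmic reticulum stress turned positive (0.034, 0.022 and 0.045). Those of the cell cycle and of hypoxia and glycolysis came to -0.038 and -0.0084. Nuclear-retained long RNAs came to -0.010, endothelial and blood cells to -0.019, housekeeping genes to -0.030 and heat shock proteins to -0.061. Pluripotent cells came to -0.081 and immediate early genes to -0.086. Positive medians rose, to 0.13 for pancreatic and endocrine transcription factors, 0.14 for hepatic and gut endoderm and 0.18 for exocrine and ductal pancreas. Camera had put small non-coding RNAs and mesenchyme on the higher side despite their negative medians.

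**Figure D3:**
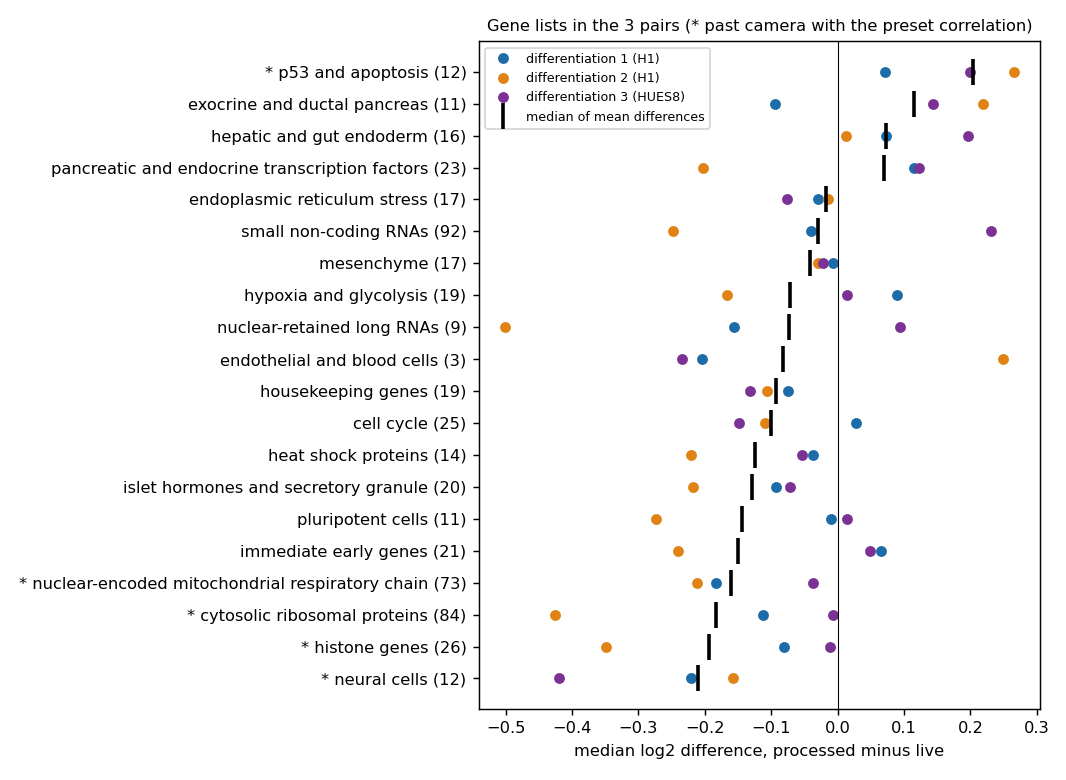
Median log2 difference, processed minus live (horizontal axis), of 20 gene lists in each of 3 pairs (points), with the number of tested genes in brackets; the bar is the median over genes of the mean of 3 pairs, and an asterisk marks a list past camera with the preset correlation. The ribosomal protein list reaches -0.43 in differentiation 2 and lies at -0.01 in differentiation 3.

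Whether the processing acted alike in both lines was tested on the differences within pairs. Small RNAs were frequent among the largest differences. MIR1974 differed by 2.70 between the effect in HUES8 and the mean effect in H1, RNU1F1 by 2.33, RNU1G2 by 2.23, LOC100128274 by 2.23 and RNY4 by 1.98. RNU1F1 and RNU1G2 are annotated as copies of the U1 spliceosomal RNA, whose members are nearly identical in sequence, and RNY4 as a Y RNA. RNU1F1 stood at -0.0045 and -1.22 in the H1 pairs and at 1.72 in the HUES8 pair. Limma called 33 genes, 30 with a higher difference in HUES8 and 3 with a lower one, and 14 of the 33 belonged to the list of small non-coding RNAs. That list differed as a whole (median 0.39, camera, adjusted p = 1.74e-15, and 0.876 with an estimated correlation). The fit took 1 spread for all genes from the H1 pairs, MIR1974 differed by more between the H1 pairs (2.81) than between the lines, and scaling arrays to a common median left 0 genes called. The differences themselves moved little under that scaling, to 2.63 for MIR1974, 2.26 for RNU1F1 and 2.15 for RNU1G2, while the prior degrees of freedom of the fit went from infinite to 9.94.

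The cultures themselves differed more by differentiation than by processing. Many markers of liver and gut endoderm were much lower in the HUES8 culture than in the H1 cultures. The median log2 difference of the 16 tested was -1.62, against -0.49 between the H1 cultures, differentiation 2 minus 1. AFP, the fetal serum protein made by yolk sac and liver, was at least 117-fold lower (limma, adjusted p = 7.23e-09), and FGB, a fibrinogen chain, at least 14.95-fold lower. The apolipoprotein genes APOA2 and APOA1 differed by -4.08 and -3.57 on the log2 scale. Not all members were lower: TTR stood at 0.02 and VIL1 at 0.07. The H1 cultures were themselves 1.15 apart for APOA1 and 1.74 for ALB. CDX2, an intestinal transcription factor, was at least 5.32-fold lower, and ALB, CDH17, FGA and FGG were called lower as well. Adjusted over the list alone, 12 of the 16 passed. Genes outside the lists with large decreases were H19, an imprinted non-coding RNA (at least 129.8-fold), HAND1 (at least 13.5-fold), CAT, which encodes catalase (at least 4.94-fold), LGALS3 (-3.96) and SCTR, the secretin receptor gene (-3.65).

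Higher in the HUES8 culture were genes of the endoplasmic reticulum stress list, 4 of 17 called and 0 lower: TRIB3 (12.6-fold), DDIT3, which encodes the transcription factor CHOP (4.55-fold), HERPUD1 (4.36-fold) and ASNS, asparagine synthetase (4.04-fold). The median difference of the list was 0.81, but not all members rose: CRELD2 stood at 0.20 and PDIA4 at -0.17. Of the other genes among the 10 highest, INHBE was 8.42-fold higher, the mitochondrial folate enzyme gene MTHFD2 5.65-fold, ATF5 5.58-fold, FAM181A 4.88-fold and CEBPB 4.54-fold. BEX5, GALR2 and GDF15 lay below an intensity of 40 on some H1 arrays, and with those arrays set to 40 they were at least 7.93-fold, 4.02-fold and 4.66-fold higher. GALR2 differed by 1.82 between the H1 cultures themselves and was no longer called after quantile normalization (adjusted p = 0.0566, against 0.0128 with arrays scaled to a common median and 0.0328 with an offset of 50). With no filter 0 genes were called, and a filter on all 6 arrays removes BEX5, GALR2 and GDF15 among these genes.

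Among pancreatic and endocrine transcription factors, PDX1 (-1.74), SOX9 (-1.65) and FOXA1 (-1.59) were lower in HUES8 and PAX6 (1.45) was higher, and 18 of 23 were not called, with 8 passing when adjusted over the list alone. Of the 11 pluripotency markers, ZFP42 (at least 4.91-fold), LEFTY1 (at least 4.66-fold) and L1TD1 (-1.89) were lower. SOX2 (1.28) and LIN28 (0.49) of the same list stood higher in HUES8 but were not called, and SOX2 was 0.62 apart between the H1 cultures. Single members of other lists were called too: PCSK1, a prohormone convertase gene, PRSS1, ELAVL3, PMAIP1 and GDF15 higher, and PDGFRA, CXCL1 and HIST1H2BH lower. The 84 ribosomal protein genes had a median difference of 0.29 and the 19 housekeeping genes of -0.02. Between the H1 cultures, differentiation 2 minus 1, these medians were -0.21 and -0.26. The 12 neural markers had the highest median of the 20 lists, 1.04, against -0.02 between the H1 cultures. Among them, ELAVL3 stood at 1.83, STMN2 at 1.32, DCX at -0.07 and SOX10 at -0.31. Hypoxia and glycolysis genes had a median of 0.59, against 0.20 between the H1 cultures.

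In all, 219 of 12653 genes were called, 62 higher and 157 lower in HUES8, all 219 outside both H1 values. The camera test, not planned for this comparison, put 11 of 20 lists past the threshold, with adjusted p = 1.76e-24 for hepatic and gut endoderm and 8.77e-13 for endoplasmic reticulum stress. With an estimated correlation 0 lists passed (smallest adjusted p = 0.714, which both of these lists had). That every called gene lay outside both H1 values follows from the test, whose spread grows with the gap between them, and adds no support. A single HUES8 differentiation was measured, so line and differentiation cannot be told apart. Requiring an intensity of 40 on all 6 arrays left 80 called genes, and no filter left 0.

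**Figure D4:**
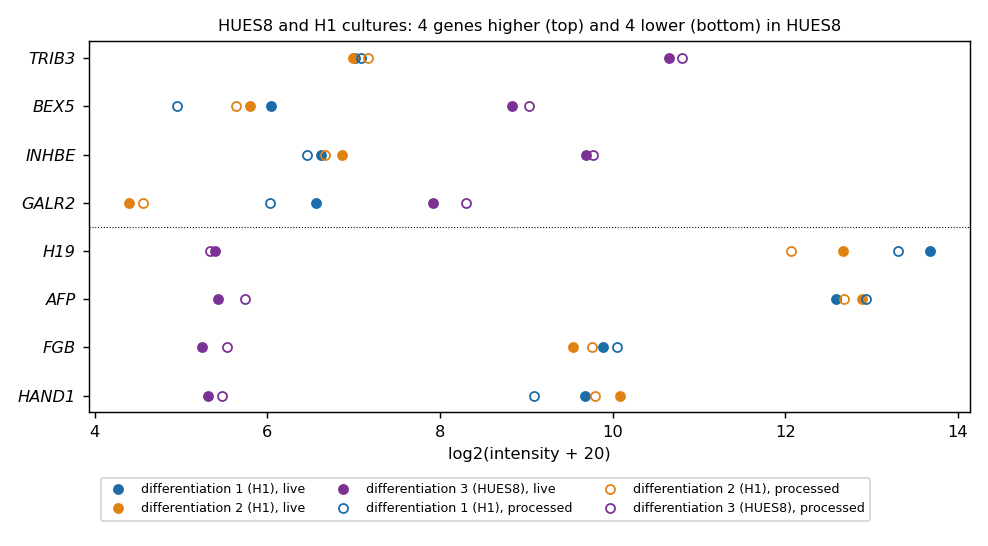
Log2(intensity + 20) (horizontal axis) on each of 6 arrays for the 4 genes furthest above and the 4 furthest below H1 in HUES8 among called genes; filled circles are live and open circles processed samples. For each of these genes the HUES8 circles lie outside those of both H1 cultures.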

Values the study reported

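The study reported RNA integrity numbers of 8.1 for live and 8.0 for processed cells. Its arrays gave a squared correlation of 0.963±0.008 (n = 3) between live and processed samples over detected genes. The number of genes with a fold change of 2 within a pair was given as 41±18, and no gene was found to differ in every pair. RNA sequencing of live and processed cells gave a squared correlation of 0.97.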

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

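Of the tests in this part, those on the small RNAs and on quantile normalization were chosen after the result had been seen. The processing effect differed between the HUES8 pair and the H1 pairs, in a direct test of that difference, for 33 genes, and for 9 with an offset of 50, 0 with arrays scaled to a common median and 0 with no filter. The 5 largest were MIR1974 (2.70, with a gap of 2.81 between the H1 pairs), RNU1F1 (2.33), RNU1G2 (2.23), LOC100128274 (2.23) and RNY4 (1.98). As lists, small non-coding RNAs (0.39), cytosolic ribosomal proteins (0.25) and immediate early genes (0.21) had a higher median effect in HUES8 (camera, adjusted p = 1.74e-15, 0.00907 and 0.0351), and no list passed with an estimated correlation (adjusted p = 0.876 for each). After quantile normalization the ribosomal protein medians were -0.09 and -0.08 in the H1 pairs and -0.08 in the HUES8 pair.

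The 14 tested small nuclear RNAs and Y RNAs had median differences of -0.20 in pair 1, -0.81 in pair 2 and 1.02 in the HUES8 pair, and -0.18, -0.72 and 0.99 after quantile normalization. A constant difference in recovery between the 2 extraction kits would give the same sign in every pair, but 100% of the 14 genes were lower in pair 2 and higher in the HUES8 pair, which argues against it as the whole cause, though many of these genes are close in sequence and the higher values rest on 1 pair. The cell line stays open and cannot be told apart from the differentiation with 1 HUES8 culture. The H1 pairs were themselves apart by a median of -0.54 (pair 2 minus pair 1), against 1.55 between HUES8 and the H1 mean. A recovery of small RNAs that varies from preparation to preparation may account for the pattern and was not tested.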

How the results depend on the processing

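Quantile normalization and the minimum intensities of 20 and 100 were chosen after seeing the data. Mean agreement within pairs stayed between 0.957 and 0.970 under the other settings and was 0.945 as a squared Spearman correlation. The mean number of 2-fold genes per pair was 93 with an offset of 50, 271 without a filter and 833 at 1.5-fold, and 64 to 200.5 with 1 pair left out. The count in all 3 pairs became 1 with arrays scaled to a common median (LOC100134241), 13 at 1.5-fold and 0 to 21 with 1 pair left out, where fewer pairs had to meet the threshold. Called genes between processed and live were 0 under every other scaling, offset and filter and 12 to 688 with 1 pair left out, fits with 1 residual degree of freedom. Without the replicate block, limma called 0 genes (smallest adjusted p = 1.00, 192 at an unadjusted p under 0.05) and 4 lists, losing the neural markers, which were also lost with no filter and at a minimum of 20. Called lists numbered 0 with an estimated correlation and 2 to 6 with 1 pair left out. The processing effect in HUES8 against H1 gave 0 genes with arrays scaled to a common median, 9 with an offset of 50, 0 with no filter and 19 at a minimum of 100. The spread that limma pooled over genes carried 9.94 prior degrees of freedom after median scaling, where the authors' values gave an infinite number. HUES8 against H1 cultures gave 142 genes with an offset of 50, 80 with 40 required on all 6 arrays, 0 with no filter and 128 at a minimum of 100. A filter on all 6 arrays removes genes dim in 1 line by construction, and the cause of the other changes was not tested. Among the named genes, small differences changed sign: PMAIP1 to 0.052 under median scaling and 0.0092 under quantile normalization, and RRM2B to 0.034 under median scaling. With 1 pair left out, values ran from -0.071 to 0.020 for PMAIP1, -0.20 to 0.055 for RRM2B, -0.28 to 0.025 for INS, -0.0030 to 0.15 for ACTB, -0.077 to 0.58 for NCAM1 and -0.23 to 0.26 for NEFL. Single genes were followed under median scaling, an offset of 50 and quantile normalization, and for processed against live also without the block and with 1 pair left out. Under these, 330 processed against live values kept their sign and side of the threshold, 11 changed sign, and 37 passed the threshold, each with 1 pair left out. For HUES8 against H1, 59 stayed and 1 was lost, and for the difference in processing effect 9 stayed and 6 were lost, while with no filter both comparisons called 0 genes. NKX6-1 lay near background, as did NEUROG3 outside pair 1, which limits what their values show. In pair 1 NEUROG3 differed by -0.72 (log2, processed minus live). Uncorrected signals, single probes and the chip as a block were not run.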

Other observations

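The comparison of the H1 differentiations and the tests on the ribosomal protein genes, on the cell line and on the live HUES8 array were chosen after the result was seen, and quantile normalization was chosen after seeing the data. The 2 H1 differentiations differed from each other in cell-type markers, the same way in live and in processed samples. Mesenchymal genes were higher in differentiation 2, by 2.37 for COL3A1, 1.72 for DCN, 1.53 for SPARC and 1.45 for COL5A1 (log2, mean of live and processed), among 5 of the 17 tested. The pancreatic enzyme genes CPA1 (-1.59), PRSS1 (-1.50) and PRSS2 (-1.26) were lower there, as were PAX4 (-1.17), MNX1 (-1.26) and GATA4 (-1.46), while SST (1.21) was higher. Other genes far apart included SLN (3.64), RSPO3 (2.64) and RSPO1 (2.59), the last 2 R-spondins of the WNT pathway, and, lower in differentiation 2, C18orf20 (-2.86) and IGF2 (-2.49). In live samples 691 genes were 2-fold apart and in processed samples 681, 286 were so the same way in both, 2 were opposite, and the differences correlated at 0.65 across genes. With 1 culture on each side there is no test.

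In the HUES8 pair, 274 of the 300 genes at least 2-fold apart were higher in the processed sample, and 90 of the 274 belonged to the 1266 brightest genes. The authors' normalization is argued against, since 90.7% of the 2-fold genes were higher after quantile normalization. The cell line as the whole cause is argued against too, because 89.1% of the 274 genes were higher in the processed sample of H1 pair 1 and 74.5% in that of pair 2, against 49.96% and 40.9% of all genes, though a contribution of the line stays open. The same shares, in pairs that hold neither HUES8 array, argue against the live HUES8 array alone, though the 274 genes are not independent. Their median difference was 0.32 in pair 1 and 0.34 in pair 2, so the shares do not show what carried them past 2-fold in HUES8. Relative to the H1 mean, their median was -0.44 in the live HUES8 sample and 0.52 in the processed one. These 2 values carry no separate weight, since the genes were picked on the difference between these samples. A shared effect of the processing on these probes, weaker in H1, may remain, and sequence shared between probes and repeats was not tested because probe sequences were not used here.

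Cytosolic ribosomal protein genes were lower in processed samples by a median of -0.18. Lower signals of all bright genes in processed sample 2 stay open as the whole cause: the list lay at percentile 0.44 of signal-matched lists, whose median was -0.13, but random lists lack its estimated correlation between genes (0.318) and so vary too little to decide. The authors' normalization may account for most of the shift, which was -0.071 after quantile normalization, with pair medians of -0.09, -0.08 and -0.08, and the list was past camera at the preset correlation (adjusted p = 0.0156), while with the authors' values it had adjusted p = 0.756 with an estimated correlation. A loss of these transcripts in fixed cells stays open too and was not tested.

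Placeholder symbols (LOC, FLJ, open reading frame names and the like) made up 131 of the 274 genes higher in the HUES8 pair, or 47.8%, against 2531 of the 12653 tested genes (Fisher's exact test, adjusted p = 1.37e-24 over 6 comparisons). They were 13 of 17 in pair 1 and 24 of 52 in pair 2. Among the lower genes they were 11 of 26 in the HUES8 pair (42.3%, Fisher's exact test, adjusted p = 0.0163), 16 of 49 in pair 2 (32.7%, adjusted p = 0.0384) and 3 of 10 in pair 1 (adjusted p = 0.430). Differences between processed and live correlated across genes at 0.46 for pairs 1 and 3, 0.0221 for pairs 1 and 2 and 0.0786 for pairs 2 and 3. Longer genes had slightly higher differences, with Spearman correlations across 10804 genes with a known span of 0.249, 0.0619 and 0.104 in the 3 pairs. After quantile normalization these were 0.241, 0.0262 and 0.107.

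Over the 10 splits of the 6 samples into 3 and 3, the real one called 0 genes and the highest of the others 115, and 10 splits are too few for a share under 0.05. The 115 came from 2 splits that part only the pair of differentiation 3 (HUES8), so with the differentiation as a block they rest on the difference within that pair, which points to a structure of the samples. The 3 other splits that part all pairs called 0 genes, with 156 to 1140 at an unadjusted p under 0.05 against 1221.

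The 3 pairs had 27, 101 and 300 genes 2-fold apart, a mean of 64 without the HUES8 pair. With all 3 pairs and a filter on intensity in place of detection, the mean was 143. That is higher than the value quoted from the study above. With all 3 pairs the lowest mean under any setting was 93, with an offset of 50, which is also higher. What accounts for the gap was not tested.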
